A study of Homo sapiens with 36 samples. Its data were reported in "VULCAN integrates ChIP-seq with patient-derived co-expression networks to identify GRHL2 as a key co-regulator of ERa at enhancers in breast cancer" (2019).

How the data were processed

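The samples were MCF7 cells, an established estrogen receptor positive breast cancer cell line, kept for 5 days in hormone-stripped medium and then given 100 nM estradiol (E2), the natural ligand of the estrogen receptor (ER), or left as controls. ChIP-seq recovers and sequences the DNA bound by a protein. ER was profiled in 4 control libraries, 4 libraries after 45 min of E2 and 4 after 90 min. GRHL2, a transcription factor of epithelial cells, was profiled in 3 control libraries and 3 libraries after 45 min of E2. Of the 36 samples of the series, the 18 ChIP libraries were used and the 18 input samples were not analysed here. The study describes plates of cells grown for each pulldown, but neither it nor the labels say whether samples of a group differed in passage or day, so p-values measure the spread between these samples, which may be partly technical.

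The authors aligned reads with BWA, removed reads in blacklisted regions and called peaks with MACS in each library on its own, without pooling replicates. The ER and GRHL2 lists differ in form and may come from different versions of MACS, so the same p need not mean the same in both. Each of the 12 ER lists gives, for every peak, a deposited MACS score with the form of minus 10 times the log10 of a p-value. The lowest score was 50.0, which is a p of 1e-05. Each of the 6 GRHL2 lists gives the authors' fold enrichment at the summit over the local background of the library (a ratio), the deposited −log10 of the p-value and q-value, a whole-number score made from the q-value, and the summit position. The highest q-value in any GRHL2 list was 0.0498. Scores and folds depend on the depth of each library, so they were used to rank peaks within a list. The stricter threshold of p 1e-10, an alternative, and the count of such peaks per library do compare scores between libraries and carry that dependence. Read depth is unknown, since the lists hold no reads. Intervals given for shares are 95% Wilson intervals and cover counting error only.

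The labels name the build hg19 (GRCh37) for every list. ER peaks fitted it: 3.80% to 9.94% of ER peak centres per library lay within 500 bp of a GRCh37 transcription start site (TSS), against 0.802% to 2.29% with GRCh38 start sites. GRHL2 peaks did not: all 6 lists name sequences that exist only in GRCh38, peaks ran past the GRCh37 end of 8 chromosomes, and 9.62% to 13.9% of peaks lay within 500 bp of a GRCh38 TSS against 2.14% to 2.32% with GRCh37. ER coordinates are therefore given in GRCh37 and GRHL2 coordinates in GRCh38, 1-based, and no coordinate was converted. The design assumed that both factors shared a build and planned to intersect ER and GRHL2 peaks base by base. That was replaced by a comparison through genes: a gene was counted for a factor when a site of that factor lay within 10 kb of any of its TSSs, each in its own build. Genes were the 19472 protein-coding genes of chromosomes 1 to 22 and X whose TSSs are placed in both builds, out of 19748.

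For each factor, peaks on chromosomes 1 to 22 and X that shared at least 1 bp in any library were merged into sites. A library called a site where any of its peaks overlapped it by 1 bp or more. A site was gained when every treated library and no control library called it, lost in the opposite case, and constant when every library of both groups called it. Numbers of peaks per library were compared on the log10 scale by two-sided exact permutation tests, so that folds are ratios of geometric means, with Benjamini-Hochberg (BH) adjustment over the 4 comparisons. With 4 libraries against 4, the smallest p such a test can give is 0.0286, and with 3 against 3 it is 0.1. Single sites were tested with Fisher's exact test and BH adjustment over the sites called in at least 1 library of the comparison, in which complete separation is the only outcome of 4 against 4 with p = 0.0286. Every other split of the same libraries into groups of the same sizes was also counted. Similarity of libraries was the Jaccard index, the number of sites called in both of a pair of libraries over the number called in either, tested one-sided by exact permutation. Promoter means within 1 kb of a TSS. ER sites named as called at a time were those in at least 3 of 4 libraries.

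Motifs were searched on both strands of the GRCh37 sequence in the 200 bp about the centre of each ER site and in windows of the same width 2 kb away on each side: the palindromic estrogen response element (ERE), a single arm of it (AGGTCA), and the AP-1, FOXA, GATA and GRHL elements. No GRCh38 sequence was at hand, so motifs under GRHL2 sites were not analysed here. The 7 gene lists were estrogen response (36 genes), ER complex (28), epithelial genes and GRHL2 targets (36), mesenchymal genes (29), immediate early genes (20), housekeeping genes (18) and genes of other tissues (25). All 192 symbols matched the annotation, SLC9A3R1 under its current name NHERF1. Some genes stand in more than 1 list (NRIP1, RARA, PGR, EGR3 and MYC), and AR, SP1, CITED1 and HSF1 entered the ER complex list because the study's own analysis of ER libraries named them. Each list was compared with all other genes by two-sided Fisher's exact tests with BH adjustment over 35 tests of lists and site classes. Sites and genes in such tests are not independent replicates, so these tests describe the libraries at hand.

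Sites to name were chosen by a fixed rule: the 10 gained, lost or constant sites of each set with the best mean rank of the caller score over the libraries that call them, or 5 for each direction of 90 against 45 min, each named by the gene of the nearest protein-coding TSS; up to 4 genes of each list with the best ranked site within 10 kb; and 13 genes whatever they showed (TFF1, GREB1, XBP1, RARA, PGR, ESR1, GATA3, FOXA1, MYC, NRIP1, CCND1, CDH1 and GRHL2). Some ER scores near the top were tied at several sites, which then shared a mean rank (183.5 at 45 min). The order among those is not one of strength. Other sites ranked ahead of the tied ones, such as that of ZNF185 (112.6). Whether these are stronger than the tied sites was not tested. The groups, tests, gene lists, naming rule and most alternatives were set before the data were examined. The gene-level comparison, the sites in all controls and the constant sites as named sets, and BH adjustment over sites called in at least as many libraries as a group holds were added afterwards. Alternatives were a stricter peak threshold (p of 1e-10 or better), sites made from the 200 bp about each peak centre, looser rules for gained and lost sites, the same number of best-scored peaks from each library, other distances to the TSS, other ER site sets and backgrounds, and leaving out each library in turn. The site calls, gene list counts and motif search were tested on simulated data with planted changes: of 200 planted gained sites, 171 were recovered in a simulation of the 45 min comparison on 27644 ER sites, 170 in that of 90 against 45 min on 31052, and 180 in that of GRHL2 on 66797. In these simulations each other site was called at its observed share over both groups, scaled by library size with an upper limit of certainty. Of those sites 9442, 13 and 573 were called gained. The scaled shares carry any E2 effect on peak number and the limit alters peak numbers, so such counts are no reference for chance. The sites called lost, where none was planted, numbered 0, 44 and 69. All values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.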

Results

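ER binding was mapped in MCF7 cells before and after 45 and 90 min of E2, in 4 libraries per condition, and GRHL2 binding before and after 45 min of E2, in 3 libraries per condition. The measured quantity is the set of peaks called in each library. Control libraries held 499, 543, 406 and 1142 ER peaks on chromosomes 1 to 22 and X. Libraries at 45 min held 20931, 18115, 16712 and 20160, and libraries at 90 min held 23925, 14111, 10051 and 15226. GRHL2 peaks numbered 40555, 32344 and 23316 in control libraries and 37932, 60545 and 30894 in E2 libraries. Merging gave 31599 ER sites and 66797 GRHL2 sites. The depth in reads is unknown, so the number of peaks is the only measure of yield.

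**Figure D1:**
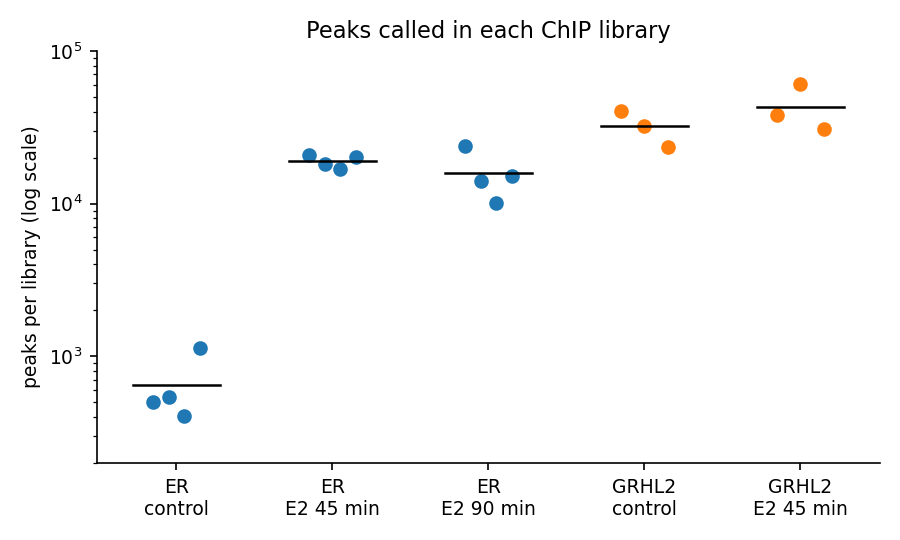
Peaks on chromosomes 1 to 22 and X (log scale) in each of the 18 ChIP libraries, by factor and condition; each point is a library and each line the group mean. ER control libraries hold 406 to 1142 peaks and ER libraries at 45 min 16712 to 20931, while the GRHL2 groups overlap.

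The comparison of 45 min of E2 with control asked where ER binds once its ligand is added. ER occupancy spread over the genome: libraries at 45 min held 18979.5 ± 1923 peaks (SD, n = 4) against 647.5 ± 335 (SD, n = 4) in controls, 31.8-fold more. A set of 11090 sites was called in all 4 E2 libraries and in no control, and 0 sites showed the opposite pattern. The best ranked of these gained sites lay in an intron 1.13 kb from a TSS of ZNF185, which encodes an actin-associated LIM domain protein (X:152083520-152084826 in GRCh37). Others lay 393 kb from ZNF703, a transcriptional regulator amplified in luminal breast cancers, 11.4 kb from PRSS22, a secreted serine protease, 9.14 kb from GET4, a factor of membrane protein insertion, and in introns 84.4 and 20.4 kb from TSSs of FARP1 and RUSC2. FARP1 and ARHGEF10L (19.0 kb) both encode activators of Rho GTPases. The remaining sites of the 10 best ranked had KCNRG (134 kb), PLAC8L1 (77.7 kb) and NAT9 (3.66 kb) as nearest genes, and all 10 were also called in all 4 libraries at 90 min.

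Every library at 45 min held more peaks than every control, and the difference had an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 allows, which became 0.0571 after BH adjustment over 4 comparisons. Fisher's exact test per site gave p = 0.0286 at the 11090 gained sites, and BH adjustment over the 27551 sites called in any of the 8 libraries left 0 calls, with a smallest adjusted value of 0.0710. Adjusted over the 12195 sites called in at least 4 libraries, a family chosen after the data were seen, all 11090 passed at 0.0314. With only the 406 best-scored peaks of each library, 131 sites were gained and 42 lost, since that limit leaves few of the peaks that E2 added.

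Genes of the estrogen response stood out among those near gained sites. At 45 min 24 of the 36 list members (66.7%) had a gained ER site within 10 kb of a TSS, against 13.7% of other genes (odds ratio 12.6, adjusted exact p = 1.52e-11). They included NHERF1, a scaffold protein of the apical membrane (17:72765507-72767674, 8.43 kb), CELSR2, a cadherin of planar cell polarity (1:109782100-109783539, 9.33 kb), PDZK1, a scaffold of membrane transporters, with a site in its promoter (1:145725944-145727469, 0.173 kb), and P2RY2, a nucleotide receptor (9.68 kb). XBP1, a transcription factor of the secretory pathway, gained 2 sites, 9.32 and 8.45 kb from its TSS. CCND1, which encodes cyclin D1, had sites at 1.91 and 1.78 kb that were called in all 4 libraries at 45 min but in 2 and 1 libraries at 90 min. PGR, the progesterone receptor gene and a classic E2 target, had no ER site within 10 kb in any library, and at MYC no site was called in more than 2 libraries of a group.

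Genes of the ER complex were also over-represented, with 12 of 28 near a gained site (42.9% against 13.8%, odds ratio 4.70, adjusted exact p = 0.000640). NRIP1, a ligand-dependent corepressor, held 2 gained sites in introns, the better ranked at 21:16377246-16378597, 3.13 kb from the TSS. The corepressor NCOR2 had a gained site at 4.48 kb, TFAP2C, a transcription factor of luminal cells, at 0.136 kb and CARM1, an arginine methyltransferase coactivator, at 7.93 kb. ESR1, which encodes ER itself, gained a promoter site (6:152127874-152129459, 0.147 kb), and FOXA1, its pioneer factor, gained 3 sites, among them 14:38064463-38065929 at 0.879 kb. At GATA3 the sites within 10 kb were called in at most 2 libraries of a group, and at GRHL2 in at most 2 libraries at 90 min.

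Epithelial genes and GRHL2 targets had gained ER sites at 12 of 36 members (33.3% against 13.8%, odds ratio 3.13, adjusted exact p = 0.00744). That call was lost within 1 kb, where the odds ratio was 3.44 (adjusted exact p = 0.117). SPINT2, an inhibitor of epithelial serine proteases, had a site 9.06 kb from its TSS, CDH1, which encodes E-cadherin, at 8.82 kb (16:68778470-68780839), and the desmosomal genes PKP3 and JUP at 1.92 and 6.42 kb. Of the 20 immediate early genes, 7 had a gained site (35% against 13.8%, odds ratio 3.37, adjusted exact p = 0.0382), including the AP-1 subunit genes JUNB (7.35 kb), FOS (3.20 kb) and JUND (0.357 kb) and the mRNA decay factor ZFP36 (2.77 kb). That call was lost within 50 kb (odds ratio 2.53, adjusted exact p = 0.142), within 1 kb (1.44, p = 0.898) and against genes with any site within 50 kb (3.05, p = 0.0595). Mesenchymal genes had gained sites at 2 of 29 members, SNAI1 (0.776 kb) and CDH11 (0.962 kb). The test gave an odds ratio of 0.462 and an adjusted exact p of 0.666. Housekeeping genes (5 of 18, adjusted exact p = 0.194, among them POLR2A, GUSB, ACTB and GAPDH) and genes of other tissues (4 of 25, adjusted exact p = 1, INS, APOA1, TNNT2 and GFAP) did not pass the test.

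Gained ER sites lay mostly away from promoters. At 45 min 6.14% of them were within 1 kb of a TSS, 41.8% in introns and 49.1% between genes, and the median distance to a TSS was 30.1 kb. The promoter share of all ER peaks was 6.16% ± 0.235 (SD, n = 4) at 45 min and 10.1% ± 1.11 (SD, n = 4) in controls, a difference of -3.91 percentage points with an exact p of 0.0286 (BH 0.0571). Measured within 3 kb the difference was -1.44 points, with an exact p of 0.143.

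The sequence under ER sites was compared with flanking sequence to ask which factors could bind there. Full EREs were found at 2.52% of sites gained at 45 min and at 0.0271% of flanks (odds ratio 95.4, 95% interval 42.5 to 214), and EREs with 1 mismatch at 13.7% against 0.564%. The single ERE arm was present at 44.9% against 14.8% (odds ratio 4.68). AP-1 elements, bound by FOS and JUN proteins, were found at 10.2% against 3.10% (odds ratio 3.54), FOXA elements at 12.3% against 5.80% (2.29), GRHL elements at 1.51% against 0.667% (2.29) and GATA elements at 37.8% against 30.1% (1.41). Sites called in 1 of 4 libraries at 45 min and in no other library numbered 4171 and held full EREs at 0.815% and GATA elements at 44%.

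**Figure D2:**
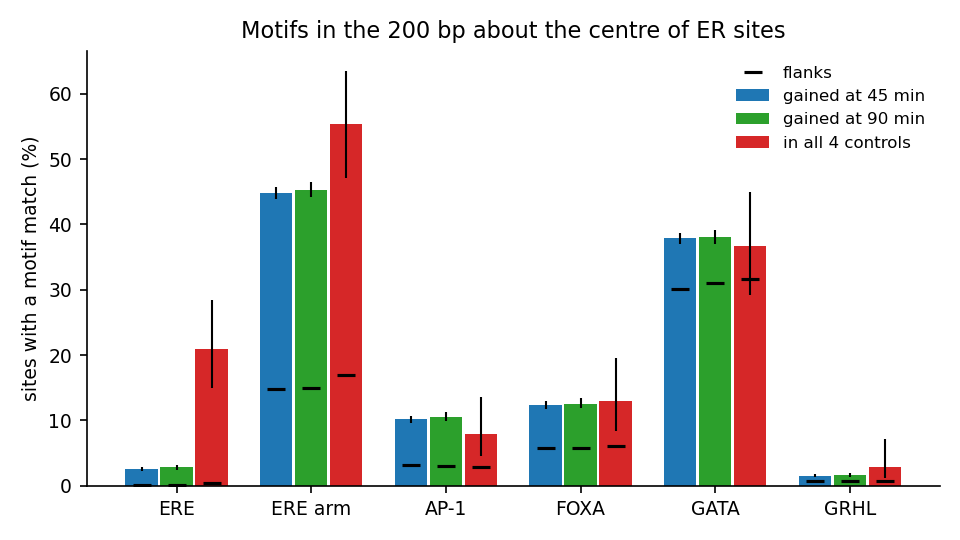
Share of ER sites (%) with a match to each motif in the 200 bp about the site centre, for sites gained at 45 min, gained at 90 min and present in all 4 controls; vertical lines are 95% Wilson intervals and black ticks the share in flanking windows. Full EREs are present at 2.52%, 2.79% and 20.9% of the sites, while the AP-1, FOXA and GATA shares of the control sites have intervals that include those of the gained sites.

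Control cells, grown without added E2, already held a small ER set, which was picked for naming after the values had been seen. All 4 control libraries called 139 sites, of which 135 were called in all 8 E2 libraries and 0 in no E2 library. The 10 best ranked lay at SLC38A2, an amino acid transporter gene (12:46886979-46888670, 121 kb), MIDEAS, a histone deacetylase complex gene (1.65 kb), CUEDC1 (3.34 kb), TPBG (206 kb), ZNRF1 (27.6 kb), NOS1AP (89.8 kb), LYZL1 (164 kb), MYOF (47.0 kb) and SYT8 (31.6 kb), and 668 kb from GATA3. The sites named by NOS1AP, GATA3, LYZL1, MYOF and SYT8 shared a mean rank of 183.5 with control sites at TFF1, GREB1, RARA and IGFBP4. The order among these is therefore not one of strength. Estrogen response genes with such a site within 10 kb were TFF1, GREB1, RARA, IGFBP4 and SIAH2, 5 of 36 against 0.242% of other genes (odds ratio 66.5, adjusted exact p = 3.45e-07). Within 1 kb that call was lost (odds ratio 29.2, adjusted exact p = 0.117). In the ER complex list only RARA had one (adjusted exact p = 0.168), and the epithelial, mesenchymal, immediate early, housekeeping and other-tissue lists had 0 (adjusted exact p = 1 for each). At TFF1, a secreted trefoil peptide gene, the distal site (21:43795189-43797667, 9.96 kb) was called in all 12 ER libraries and the promoter site (0.193 kb) in 3 of 4 controls and all 8 E2 libraries. At GREB1, a coregulator gene induced by E2, the promoter site at 2:11679221-11680628 (0.173 kb) was called in all 12, as was the intron site of RARA, the retinoic acid receptor alpha gene, at 17:38477856-38479314 (4.21 kb). A full ERE was present at 29 of the 139 sites (20.9%), against 2.52% of sites gained at 45 min (odds ratio 10.2, 95% interval 6.67 to 15.6, adjusted exact p = 3.31e-17). In E2 libraries the sites ranked near the top, with median rank percentiles of 1.03% to 2.94%.

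The comparison of 90 min of E2 with control asked whether the response lasted. Libraries at 90 min held 15828 ± 5838 ER peaks (SD, n = 4), 25.3-fold more than controls, and 7308 sites were gained and 0 lost. The best ranked gained site was the CELSR2 site at 1:109782100-109783539. Further sites lay at AOPEP, an aminopeptidase gene (23.1 kb), KRT80, a keratin gene (43.0 kb), CHGA, which encodes the granule protein chromogranin A (94.3 kb), NAV2 (9.13 kb), the inositol phosphate kinase gene IPPK (3.95 kb), CAMTA1 (217 kb) and GPR37L1. JARID2, which encodes a partner of Polycomb repressive complexes, had one 209 kb away (6:15036500-15037858), and HEY2, a Notch target gene, one 163 kb away. All 10 sites were called in all 4 libraries at 45 min as well.

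Estrogen response genes near sites gained at 90 min numbered 21 of 36 (58.3%, odds ratio 12.9, adjusted exact p = 1.52e-11), led by CELSR2, PDZK1, KRT13 (1.12 kb) and NHERF1. The ER complex list had 12 of 28 (odds ratio 6.89, adjusted exact p = 2.75e-05), with NRIP1, NCOR2, CARM1 and FOXA1 best ranked, and the epithelial list 12 of 36 (odds ratio 4.59, adjusted exact p = 0.000468), with SPINT2, PKP3, JUP and CDH1. Immediate early genes had 6 of 20 (odds ratio 3.93, adjusted exact p = 0.0306), with JUNB, ZFP36, JUND and FOS. They lost the call within 50 kb (odds ratio 2.59, adjusted exact p = 0.105) and 1 kb (2.1, p = 0.805). The epithelial call was lost within 1 kb (odds ratio 3.64, adjusted exact p = 0.168). Mesenchymal genes had 1 of 29 (SNAI1, adjusted exact p = 0.618), housekeeping genes 4 of 18 (adjusted exact p = 0.194) and genes of other tissues 3 of 25 (adjusted exact p = 1). Full EREs were found at 2.79% of gained sites against 0.0411% of flanks (odds ratio 69.9), AP-1 elements at 10.6% (odds ratio 3.89) and FOXA elements at 12.6% (odds ratio 2.33).

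Peak number at 90 min differed from control with an exact p of 0.0286 (BH 0.0571), and the promoter share was 6.28% ± 0.360 (SD, n = 4), with an exact p of 0.0286 (BH 0.0571). Fisher's exact test gave p = 0.0286 at 7308 sites, and BH adjustment over 26093 sites left 0 calls (smallest 0.102). Adjustment over the 8383 sites called in at least 4 libraries passed all 7308 at 0.0328. With the 406 best-scored peaks of each library 94 sites were gained and 41 lost, and within 3 kb the promoter share differed from control by -1.46 points (exact p = 0.2). Sites gained at both times numbered 6958. Independent lists of these sizes would share 2565 of the 31599 sites, and unchanged groups drawn 100 times against the same controls shared 5.77 on average and 12 at most. Those draws gave control and E2 libraries the same chance of calling a site, which removes the difference in peak number. They gained 52.2 sites at 45 min on average against 11090 here, so they are no reference for an overlap of 6958. Splitting the 4 controls between the comparisons in each of 6 ways gave 6958 again, because a site gained at both times is then still absent from all 4, with 2733 to 2787 from independent lists.

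The comparison of 90 with 45 min asked whether ER moved between sites over time. Most sites were shared: 7939 were called in all 8 E2 libraries, 11412 were called in at least 3 of 4 libraries at both times, and these made up 72.9% (95% interval 72.2 to 73.6) of sites called at 45 min and 95.5% (95.1 to 95.8) of those called at 90 min. Sites in all 4 libraries of 45 min and none of 90 min numbered 57. The best ranked were at OGFOD3 (17:80348348-80349137, in an untranslated region, 13.1 kb), LYNX1-SLURP2, a gene of nicotinic receptor modulators (2.32 kb), KALRN, a Rho activator gene (18.4 kb), PLEKHG4B (9.81 kb) and FAM90A1 (19.2 kb), with mean ranks of 10121.1 to 11576 within their libraries. The 1 site of 90 min alone was an intron site 26.7 kb from SMPD3, which encodes a sphingomyelinase (16:68432542-68433143). GATA elements were present at 54.4% of the 57 sites against 38.9% of the 7939 (odds ratio 1.88, adjusted exact p = 0.0422), and AP-1 elements at 1 of 57 against 10.6% (adjusted exact p = 0.0524).

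Peak number was 1.25-fold lower at 90 min, with an exact p of 0.286 (BH 0.381), and Fisher's exact test with BH adjustment over 31052 sites made 0 calls, against 58 with an unadjusted exact p of 0.0286. The mean Jaccard index was 0.594 between libraries of the same time and 0.584 between times (exact one-sided p = 0.2), and the promoter share gave an exact p of 0.629. Single libraries decide these values. Without replicate 1 at 90 min, the fold was 0.684 with an exact p of 0.0286, the Jaccard difference 0.0574 with an exact p of 0.0286, and 510 sites were of 45 min alone. That number was 86, 146, 151 and 101 without replicates 1, 2, 3 and 4 at 45 min, and 104 without replicate 4 at 90 min. Sites of 90 min alone numbered 5 and 2 without replicates 1 and 2 at 45 min, and 3, 9, 22 and 5 without replicates 1, 2, 3 and 4 at 90 min.

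GRHL2 was mapped with and without E2 to ask whether ER activation redirects it. Of the 66797 GRHL2 sites 19436 were constant, 632 were gained and 12 lost, and the others were called in some libraries of either group. The best ranked constant sites, a set added after the values had been seen, lay at TET3, a DNA demethylase gene (2:73983024-73985413 in GRCh38, 1.13 kb), and at the promoter of TFAP2C (20:56628316-56632340, 0.092 kb). Others lay at RASEF (0.161 kb), PWWP2B (10.9 kb), RNF149 (19.2 kb) and BMF, a proapoptotic gene (16.2 kb). The rest of the 10 were at the adhesion genes TNS1 (2.80 kb) and NECTIN4 (5.85 kb), the chloride channel gene ANO1 (29.4 kb) and the glutamate transporter gene SLC1A3 (65.8 kb). At the GRHL2 gene itself a promoter site was called in all 6 libraries with a mean rank of 88.8. Epithelial genes and GRHL2 targets had a constant site within 10 kb at 28 of 36 members (77.8% against 28.8% of other genes, odds ratio 8.67, adjusted exact p = 1.92e-08), among them CDH1 (7.55 kb, mean rank 458). Estrogen response genes had a constant site at 25 of 36 (odds ratio 5.63, adjusted exact p = 3.70e-06) and ER complex genes at 17 of 28 (odds ratio 3.82, adjusted exact p = 0.00179). The ER complex call was lost within 50 kb (odds ratio 3.0, adjusted exact p = 0.0576). Immediate early genes (11 of 20, adjusted exact p = 0.0566), mesenchymal genes (7 of 29, adjusted exact p = 0.998), housekeeping genes (5 of 18, adjusted exact p = 1) and genes of other tissues (4 of 25, adjusted exact p = 0.367) did not pass.

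GRHL2 sites seen only with E2 included known ER targets. The 10 best ranked lay at TIFA, an adaptor of innate immune signalling (4:112283327-112283790, 1.78 kb), MBOAT1, a phospholipid acyltransferase gene (2.21 kb), MACROD2 (246 kb), JARID2 (209 kb), GREB1 (2:11498471-11498995, 16.3 kb), CCSER1 (32.8 kb), CTPS1, a CTP synthase gene (55.8 kb), GALNT5, a glycosyltransferase gene (11.6 kb), TBL1XR1, a corepressor subunit gene (80.2 kb), and GPAT3, a glycerolipid synthesis gene (116 kb). Of the 36 estrogen response genes 7 had a gained GRHL2 site within 10 kb (19.4% against 1.61%, odds ratio 14.8, adjusted exact p = 9.60e-06): FKBP4, GREB1, IGFBP4, PDZK1, RARA, TFF1 and TIPARP. The call was lost with equal numbers of peaks, though the odds ratio was 14.6 (adjusted exact p = 0.0672), and of these 7 genes GREB1 alone kept a gained site. At TFF1 it was 9.09 kb from the TSS, at GREB1 0.148 kb, at RARA 4.18 kb, at IGFBP4, a growth factor binding protein gene, 5.32 kb, at PDZK1 in the promoter and at FKBP4, a steroid receptor cochaperone gene, 0.608 kb. RARA also had 3 GRHL2 sites that all 3 control libraries called, and the PGR promoter a site in all 6 libraries. Of ER complex genes RARA alone had a gained site (adjusted exact p = 0.618), in the epithelial list RAB25 (6.41 kb, adjusted exact p = 0.683), and among immediate early genes IER3 (7.11 kb, adjusted exact p = 0.518). Mesenchymal, housekeeping and other-tissue genes had 0 (adjusted exact p = 1 for each). The 10 best ranked of the 12 lost sites lay at EEIG1 (14.9 kb), PSMD6 (75.7 kb), ATP6V0D2 (260.0 kb), CACNA1B (31.5 kb), SYT6 (73.5 and 106 kb), CADPS (53.7 kb), NACA2 (1.41 kb), SULF2 (391 kb) and KCND3 (105 kb).

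GRHL2 peak number was higher with E2 (43124 ± 15492 with E2 and 32072 ± 8623 in controls, SD, n = 3 each, 1.32-fold, exact p = 0.5), and the Jaccard index was 0.587 within and 0.592 between groups (exact one-sided p = 0.6). With 3 against 3 none of these tests can go below 0.1, so they cannot show that the groups are alike, and Fisher's exact test per site made 0 calls adjusted or unadjusted. The promoter share was 15.7% ± 1.63 with E2 and 13.4% ± 0.957 in controls (SD, n = 3 each, exact p = 0.1, BH 0.133), and turned to a difference of -0.104 points with 23316 best-scored peaks from each library. Gained sites numbered 1642, 954, 1443 and 3162 without replicates 1 and 2 of the control and replicates 1 and 3 of E2. Lost sites numbered 31, 71 and 94 without control replicates 1, 2 and 3, and 26, 99 and 28 without E2 replicates 1, 2 and 3.

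Taking the 23316 best-scored peaks of each library, which removes the difference in peak number, left 276 gained, 66 lost and 16517 constant sites. The best ranked gained sites were then at TIAM1, a Rac activator gene (21:31529430-31529986, 29.3 kb), AHCY, which hydrolyses S-adenosylhomocysteine (23.1 kb), LEKR1 (13.7 kb), C2orf50 (10.5 kb), MIDEAS (2.36 kb), WNK1, a kinase gene of ion transport (27.3 kb), KPNA3 (17.2 kb), TIFA, MBOAT1 and MYLK, the myosin light chain kinase gene. CELSR2 and GREB1 were the estrogen response genes with a gained site, 2 of 36 (odds ratio 14.6, adjusted exact p = 0.0672 over 7 lists), a call that did not pass, and the other 6 lists had 0. These genes were looked up after the values had been seen.

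Whether GRHL2 was gained where ER binds was compared through genes, since the lists use different builds. Of 19472 genes 3477 (17.9%) had an ER site called at 45 min within 10 kb, and of the 5617 with a constant GRHL2 site 1898 (33.8%) had one (odds ratio against other genes 3.97, 95% interval 3.68 to 4.28). Of 252 gained GRHL2 sites near a TSS, 123 (48.8%, 95% interval 42.7 to 55.0) lay at a gene with an ER site, against 2669 of 6438 constant sites (41.5%; odds ratio 1.35, 1.05 to 1.73, Fisher's exact p = 0.0225). With equal numbers of peaks the shares were 57 of 74 gained sites (77.0%, 66.3 to 85.1), 6 of 22 lost sites (27.3%) and 42.3% of constant sites (odds ratio of gained against constant 4.57, 2.65 to 7.87, Fisher's exact p = 3.28e-09). The all-peak call was lost without replicate 1 (odds ratio 1.09, exact p = 0.299) or 2 (1.22, p = 0.0698) of the control or replicate 1 of E2 (1.05, p = 0.571), and when sites needed all but 1 E2 library (1.06, p = 0.270).

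**Figure D3:**
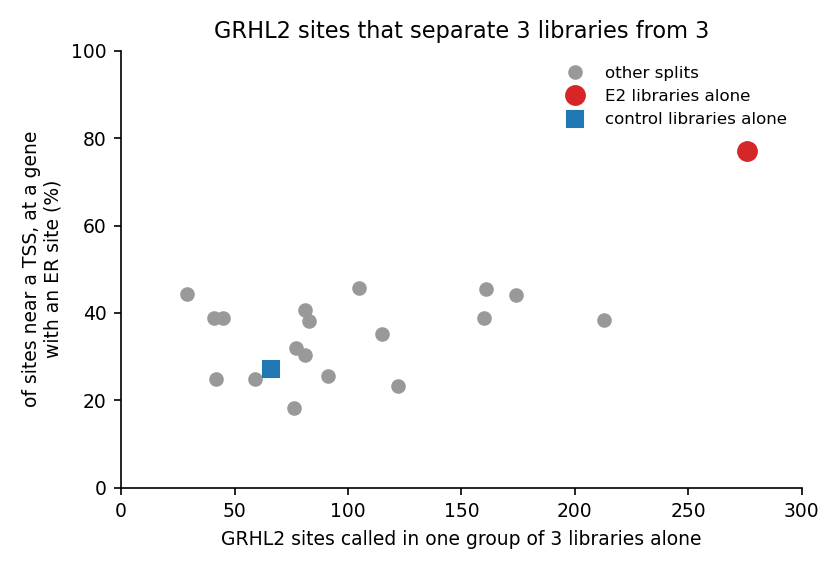
GRHL2 sites called in a set of 3 libraries and in none of the other 3 (horizontal axis, number of sites) against the share of those near a TSS whose gene has an ER site (vertical axis, %), with 23316 best-scored peaks from each library; grey points are the other splits of the 6 libraries. The E2 libraries give 276 sites and 77.0%, and the other splits give at most 45.7%.

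Per library the share of GRHL2 peaks near a TSS that lay at ER genes was 39.9% ± 0.986 in controls and 39.7% ± 1.5 with E2 (SD, n = 3 each, exact p = 0.8). With equal numbers of peaks it was 41.2% ± 0.404 and 42.5% ± 0.576 (exact p = 0.1). GRHL2 peaks were found at 65.7% ± 7.99 of ER genes in controls and 76.9% ± 10.2 with E2 (exact p = 0.2). With equal numbers of peaks these were 58.1% ± 0.779 and 60.9% ± 0.374 (exact p = 0.1, the smallest possible). With all peaks GRHL2 was found at 33.9% ± 8.01 and 43.9% ± 12.4 of genes without an ER site (exact p = 0.5). Genes with an ER site were also divided into 5 groups by the rank of their best ER site at 45 min, a comparison chosen after the values at TFF1, GREB1 and RARA had been seen. At equal numbers of peaks, gained GRHL2 sites lay at 5.6% of genes in the best ranked group, then 1.44%, 1.29%, 0.432% and 0%, and at 0.119% of genes without an ER site. With all peaks these shares were 9.2%, 2.73%, 2.73%, 3.45%, 1.73% and 1.13%. Constant GRHL2 sites also became less common with ER rank, at 62.2%, 55.9%, 46.3%, 43.9%, 40.4% and 20% of genes with equal numbers of peaks.

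**Figure D4:**
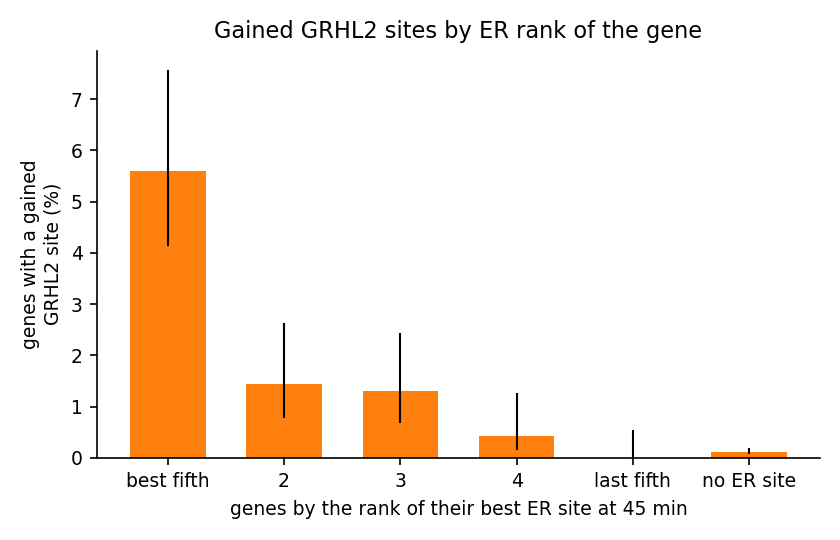
Share of genes (%) with a GRHL2 site gained after E2 within 10 kb of a TSS, for genes in 5 groups by the rank of their best ER site at 45 min and for genes without an ER site, with equal numbers of GRHL2 peaks per library; vertical lines are 95% Wilson intervals. The share is 5.6% in the best ranked group and 0.119% in genes without an ER site.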

Values the study reported

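The study compared reads in ER peaks with DiffBind and reported 18,900 differential binding events at 45 min, at an FDR of 0.05, and 17,896 at 90 min, each relative to untreated cells. It reported the ERE as an enriched motif at both times, with a corrected p of 0.0029. For GRHL2 sites with more reads after E2, it gave motif p-values of 1e-179 for the ERE and 1e-51 for the GRHL2 motif. It also described the RARA region as bound by GRHL2 before E2 was added. It placed GRHL2 sites that responded to E2 at enhancers more than at promoters, by overlap with ER ChIA-PET data and not by distance to a TSS. The study further reported more GRHL2 binding across the genome after E2, and overlap of the responsive sites with public ER, FOXA1 and P300 sites. Proteomics (qPLEX-RIME) and co-immunoprecipitation were its evidence that ER and GRHL2 interact.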

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

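The tests of explanations and the regroupings in this part were chosen after the results they measure had been seen, while the repeat with equal numbers of peaks was planned as a processing alternative.

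ER control replicate 4 stood far from the other controls in strong peaks: it had 392 with a p of 1e-10 or better, against 96 to 124 in the other 3. Such a count depends on read depth, which is unknown. Of 21 such tests of a group and a measure 1 went this far, and chance alone does so in about 1 in 20. Signal outside the analysed chromosomes was also higher after E2: libraries at 45 min held 27.75 ± 5.12 ER peaks there (SD, n = 4) and controls 8.5 ± 3.42 (SD, n = 4; exact p = 0.0286). As a share of all peaks the order was the opposite, 0.146% at 45 min and 1.3% in controls.

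Regrouping the libraries set the site counts beside those of other splits. For ER at 45 min against control, 1 of 35 splits, the real one, reached 11090 sites, and the highest other reached 15. At 90 min 1 of 35 reached 7308, and the highest other reached 25. Every other split puts control libraries, of 406 to 1142 peaks, in both groups, so it could separate few sites. These splits restate the difference in peak number and cannot exclude chance. A simulation of the 45 min comparison called 9442 unplanted sites gained, against the 11090 here. Its chances of a call were the observed shares over both groups scaled by library size. That builds in the difference between control and E2 libraries, so the count is no reference for chance. For 90 against 45 min 11 of 35 splits gave at least the 58 sites of the real split, so chance cannot be excluded. The highest other, 379, set the 4 libraries with most peaks (replicates 1, 2 and 4 at 45 min and replicate 1 at 90 min) against the rest, so that this split follows peak number. It also holds 3 of the 4 libraries at 45 min, and an effect of time is not excluded. For GRHL2 3 of 10 splits gave at least 644 sites and the highest other 1857, in the 3 libraries with most peaks, and 10 splits are too few for a share under 0.05.

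GRHL2 sites were gained more often than lost after E2, near TFF1, GREB1 and RARA among others, though with equal numbers of peaks TFF1 and RARA had no gained site within 10 kb. Unequal numbers of peaks could produce this. With equal numbers the ratio of gained to lost sites was still 4.18, against at most 2.90 in the other splits. That argues against peak number as the whole cause, but the 10 splits are too few for a share under 0.05. Equal numbers of peaks also leave differences in read depth, which is unknown. The count itself does not settle the question. A simulation gave 573 gained sites beyond those planted and 69 lost, against 632 and 12 here. It scaled each site's observed share of calls by library size, with an upper limit of certainty, so peak numbers were not kept. It cannot tell how many sites peak number alone would give. The high promoter share of gained sites (21.8%, against 12% of constant sites) was different: with equal numbers it was 5.07% (95% interval 3.05 to 8.33), below the 11% of constant sites, so the excess at promoters may come from libraries with more peaks. A biological candidate, GRHL2 binding at genes with an ER site, predicted a high share of such genes, and with equal numbers 77.0% of gained sites near a TSS lay at them, against at most 45.7% in other splits. Whether GRHL2 moved or ER-bound chromatin was recovered along with it remains open.

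ER sites called in all 4 controls, such as those at TFF1, GREB1 and RARA, could come from chromatin of E2-treated cells in the control libraries. That would sample the strongest E2 sites alike whatever their sequence. Yet among sites ranked past the tied scores an ERE was commoner at control sites than at sites of like rank at 45 min. The shares were 25% and 2.14% (odds ratio 15.2, 95% interval 5.54 to 41.8), which argues against such chromatin as the source. Another candidate was enrichment without ER, as of open or amplified DNA. EREs exceeded the flanks with an odds ratio of 73.0 (9.83 to 543), which amplified DNA would not give. The comparison with flanks cannot exclude open DNA, because 135 of the 139 sites were also called in all 8 E2 libraries. Sites that gained ER at 45 min held an excess of EREs over flanks too (odds ratio 95.4), so open DNA at ER sites would carry EREs without ER bound. Their ERE share was 2.52%, though, against 20.9% (95% interval 14.9 to 28.4) at the control sites. This argues against open DNA drawn from ER sites whatever their sequence. Whether sites with an ERE were more open was not measured. Low-level ER binding without added E2 is left as a hypothesis, and residual hormone in the medium was not tested.

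More ER sites were of 45 min alone (57) than of 90 min alone (1), at OGFOD3 and KALRN among others. Unequal peak numbers could account for this, since libraries at 45 min held more peaks on average. With equal numbers of peaks 19 sites were of 45 min alone and 15 of 90 min alone, a ratio of 1.27, so the imbalance is consistent with peak number. A simulation scaled by library size, with no loss planted, called 44 sites of 45 min alone, but it did not keep the peak numbers and is no reference. A loss of ER from these sites by 90 min was not shown.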

How the results depend on the processing

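Tests chosen after the result was seen were the comparison through genes with its distances and rule for E2 libraries, the block and the omission of libraries for promoter shares, and BH adjustment over sites in at least 4 libraries. Of 265 repeats of the 24 main results 192 kept their direction and side of the threshold, or a count within 1.5 times, 10 were weaker, 2 stronger, 45 moved and 16 reversed. Of 198 repeats for single genes, lists and motifs 166 were the same, 11 weaker, 1 stronger, 10 moved and 10 reversed. The cause was not tested unless stated. Covering at least 50% of a peak was not run, because it needs both factors in 1 build. Read depth, which limits weak peaks, is unknown.

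Whether replicate numbers pair the libraries is unclear, as correlations were weak throughout. For ER, same-number libraries ran from -0.0452 to 0.0665 and different-number libraries from -0.0710 to 0.0570. For GRHL2 they ran from -0.00459 to 0.0921 and from -0.132 to 0.0447. Between 45 and 90 min, same-number values were 0.0665, 0.0339, 0.0207 and 0.0420, and different-number values ran from -0.0565 to 0.0340. Weak pairing is therefore not excluded. With the replicate number as a block, peak number folds were 31.8 and 25.3 and promoter differences -3.91 and -3.79 at 45 and 90 min, each with an exact p of 0.125, the smallest the block can give. Site counts are the same under the block by construction.

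With 200 bp about each peak centre, ER sites lost were 1 at 45 and 1 at 90 min, 2 were gained from 45 to 90 min and 43 GRHL2 sites were lost. With equal numbers of peaks, ER sites gained and lost were 131 and 42 at 45 min, 94 and 41 at 90 min, and 15 and 19 for 90 against 45 min, and GRHL2 sites 276 and 66, and the GRHL2 values were 0.00266 for similarity, -0.104 for promoter share and 1.28 for share near ER genes (exact p = 0.5, 0.8 and 0.1). With peaks of p 1e-10 or better, 0 sites were gained from 45 to 90 min, 3 GRHL2 sites were lost, and the share near ER genes was 0.0562. With all but 1 library and none of the other group, 36 and 313 sites were gained and lost from 45 to 90 min, and 4049 and 168 for GRHL2. Allowing 1 of the other group gave 11538 gained at 90 min, 146 and 1848 for 90 against 45 min, and 8818 and 1533 for GRHL2. Promoters of 3 kb gave -1.44, -1.46 and -0.0175 for ER at 45, at 90 and between them. The share of GRHL2 peaks near ER genes was 0.0299 with ER sites at 90 min, 0.280 within 50 kb and 0.928 between 1 and 10 kb. GATA odds at control sites were 0.597 over the whole site. With all but 1 E2 library, the odds ratio of ER at genes of gained GRHL2 sites was 1.06. Within 50 kb, list odds ratios were 1.03 (mesenchymal, ER at 45 min), 0.737 (mesenchymal, GRHL2 gained), 2.28 (housekeeping, GRHL2 constant), and 0.818, 0.404 and 1.16 (other tissues, ER at 90 min, GRHL2 gained and constant). List calls lost were those of immediate early genes near gained ER sites within 50 kb and 1 kb at 45 and 90 min, and at 45 min against genes with any site within 50 kb, of epithelial genes within 1 kb at both times, of ER complex genes near constant GRHL2 sites within 50 kb, and of estrogen response genes near control ER sites within 1 kb (odds ratio 29.2, adjusted exact p = 0.117). The call of estrogen response genes near gained GRHL2 sites was lost with equal numbers of peaks (14.6, adjusted exact p = 0.0672), a test chosen after the result was seen. Immediate early genes near gained GRHL2 sites passed within 50 kb (5.18, adjusted exact p = 0.0386). Over the whole control site, FOXA and AP-1 odds over flanks were 1.22 and 1.27 (adjusted exact p = 0.418 and 0.371). Within 1 kb the reversed list odds ratios were 2.03 and 1.42 (mesenchymal, ER at 45 and 90 min) and 0.779 (other tissues, ER at 90 min).

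Leaving out each library in turn gave peak number folds of 28 to 39.5 at 45 min, 21.7 to 31.5 at 90 min, 0.684 to 0.913 for 90 against 45 min and 1.09 to 1.53 for GRHL2. ER sites gained were 11120 to 12458 at 45 min, 7337 to 9908 at 90 min and 1 to 22 from 45 to 90 min, with 60 to 510 lost. GRHL2 sites gained were 711 to 3162 and lost 26 to 99, as fewer libraries must then agree. Similarity was -0.0102 to 0.0574 for ER and -0.0362 to 0.0432 for GRHL2. Promoter differences were -4.32 to -3.53, -4.20 to -3.41 and -0.0489 to 0.229 for ER and 1.27 to 2.75 for GRHL2. The share near ER genes was -0.784 to 0.628, occupancy of ER genes 5.56 to 15.6 and the odds ratio 1.05 to 1.39.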

Other observations

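The comparisons of gene families, dense regions and ER rank groups in this part were chosen after the values had been seen. Gained ER sites at 45 min were unevenly spread, at 3.65 per Mb over the genome, 6.03 on chromosome 17 and 1.84 on X. Scaled by genes the order differed: the share of sites over the share of genes was 0.751 on chromosome 17, 0.599 on X, and highest on 21 (1.72) and 10 (1.67). The densest 1-Mb windows were 16:85 to 86 Mb, with 25 sites of which 18 had GSE1 as nearest gene, 11:69 to 70 Mb, with 23 of which 13 had CCND1, 17:55 to 56 Mb, with 23 of which 12 had MSI2, 21:43 to 44 Mb, with 23 of which 7 had RIPK4 and 2 had TFF3, and 16:1 to 2 Mb, with 23. Genes nearest to most gained sites were GSE1 (18), NR2F2 and EFNA5 (17 each), NCAM2 and TMEM121 (16 each), and TLE3, INPP5A and GATA3 (15 each). GATA3 had none called in more than 2 libraries of a group within 10 kb, so its sites are distal. Copy number of these regions was not analysed here.

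Some groups of genes with a common start of the symbol had fewer sites than other genes. Genes with symbols starting with OR, mostly olfactory receptors but including ORC2, had a constant GRHL2 site within 10 kb at 16 of 389 members (4.11% against 29.4% of other genes, adjusted Fisher's exact p = 5.39e-34 over 645 tests) and a gained ER site at 10 (2.57% against 14%, adjusted exact p = 9.17e-12). Symbols starting with KRTA had a constant GRHL2 site at 10 of 94 (adjusted exact p = 0.00492), with DEF at 2 of 46 (adjusted exact p = 0.00677) with PCDH at 0 of 27 (adjusted exact p = 0.0164), and with NDUF and PR at 2 of 38 and 4 of 51 (adjusted exact p = 0.0398 each). Symbols starting with ZN had a gained ER site at 34 of 511 (6.65% against 14%, adjusted exact p = 7.06e-05). The epithelial genes with the best ranked constant GRHL2 sites were the splicing regulator ESRP2 (mean rank 44.8), the protease PRSS8 (132), the transcription factor OVOL2 (143) and TACSTD2 (184).

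A hypothesis drawn from TFF1, GREB1 and RARA was that GRHL2 is gained where ER binds best. With equal numbers of peaks 5.6% of the 696 genes with the best ranked ER sites had a gained GRHL2 site, against 0.791% of the other 2781 ER genes (odds ratio 7.44, 95% interval 4.38 to 12.6). Sets from the other splits held 29 to 213 sites, fewer than the 276 here, and 2 of them gave higher odds ratios from few genes, 12 (1.25 to 116) with 3 of 696 genes and 8.03 (1.47 to 43.9) with 4 of 696. By count, the E2 set held 39 of the 696 genes and the other sets at most 8, though such counts grow with the number of sites in a set. Gained sites may follow ER rank, but these values leave open whether that is peculiar to the E2 libraries. TFF1 and RARA, which prompted the hypothesis, had no gained site with equal numbers, and constant GRHL2 sites followed ER rank as well. The comparison does not tell a move of GRHL2 from recovery of ER-bound chromatin through GRHL2.

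With Fisher's exact test, ER sites past BH adjustment over all sites numbered 0 at 45 and 90 min, and 11090 and 7308 had an unadjusted exact p of 0.0286. These are lower than the values quoted from the study above, which come from a test on reads at an adjusted threshold, while presence of a peak was tested here and the non-zero counts are unadjusted.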
